A study of Mus musculus with 12 samples.

How the data were processed

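RNA from mouse OT-1 CD8+ T cells was sequenced in 12 samples. OT-1 is a transgenic mouse line whose CD8 T cells carry one T cell receptor, specific for an ovalbumin peptide. Total RNA was prepared with a QIAGEN RNeasy kit, and stranded libraries were made after depletion of ribosomal RNA, per the labels' protocols. The samples formed 4 groups of 3. Female and Male were splenic cells of each sex, activated through CD3 and CD28 with IL2 for 3 days. WT and KD were a separate batch of male cells, electroporated and cultured for 3 days. KD cells received Cas9 with a guide RNA against Kdm5d, and WT cells received guide RNA without Cas9. The number of mice behind the samples was not stated. Groups came from the sample titles.

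The authors deposited 2 tables of raw counts per gene, 1 for Female and Male and 1 for WT and KD, with 55487 gene identifiers each. The values were whole numbers with a different total in each sample, so they were used as counts. The aligner, the counting tool, the genome build, the annotation and the use of strand were not stated. Each table was analysed separately. Symbols, positions and transcript lengths were looked up by identifier in GENCODE mouse release M21 (GRCm38), which matched 55227 of the identifiers and left 260 unmatched. Coordinates below are from that annotation, which may differ from the one used by the authors.

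Total counts ranged from 78748647 to 110803318 per sample. The identifier with the most counts in each sample, ENSMUSG00000118642, was among those not matched and took between 2.88% and 3.43% of the counts. The variance of replicates divided by their mean was between 4.09 and 4.54 at 100 to 300 counts, where independent reads give about 1, and genes counted in 1 sample most often held 3 counts, so the totals may overstate the number of independent fragments. Floors of 3 counts cover counting error only.

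Each comparison was fitted on its own 6 samples with edgeR 4.0.16 in R 4.3.3: TMM normalization, the filterByExpr filter, and the quasi-likelihood test with Benjamini-Hochberg adjustment, calling genes at an adjusted p under 0.05. Standard errors were the absolute log2 fold change divided by the square root of the F statistic. Counts per 1000000 counts of a library (CPM) used TMM-scaled library sizes. A set of 13 gene lists, written by hand before the data were examined, was tested with camera from limma 3.58.1, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the lists. The 22 listed glycolysis symbols gave 23 tested identifiers. The 200 genes with the smallest p in each direction of the sex comparison, outside the X and Y chromosomes, were tested as sets in the knockdown comparison, also with camera. For Kdm5d an exact two-sided permutation test of CPM was added, whose smallest possible p with 3 samples against 3 is 0.1.

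Named genes were chosen by a rule fixed before the data were examined. The rule took listed X-linked, Y-linked and Kdm5 family genes, and the 5 genes with the smallest p in each direction outside X and Y. Those had to have a mean log2 CPM of at least 1 and groups that did not overlap. It also took up to 5 members with the smallest p of each set past the threshold, and the 5 genes called in both comparisons with the smallest larger p. Not each gene taken by the rule is named below. Other named genes are said to have been chosen after their values were seen. Of the 122 named genes, 19 shared more than 10% of their 31-base subsequences with transcripts of another gene, among them Actb, Pkm, Eno1, Ldha, Pgam1, Tpi1, Acat2, Mcm7 and mt-Nd3. Their counts are uncertain where reads could be split between copies.

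The test and the set test were tried on simulated counts drawn from the real means and library sizes, with 200 genes changed by 1 log2 unit. With negative binomial noise, 66% of the changed genes were recovered in the male and female table of 20208 genes and 65.5% in the WT and KD table of 20413 genes, with 8.72% and 3.75% false calls. With counts drawn in units of 4, 79% and 74% were recovered, with 2.99% and 5.79% false calls. In each simulation both shifted sets were called and 0 of 10 unshifted sets. The simulated genes were drawn independently and few were changed, whereas 10067 and 7171 genes were called in the real tables. How the set test behaves for genes that vary together was therefore not tested.

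Alternatives fixed before the data were examined covered normalization with DESeq2 size factors or upper-quartile factors, low-count filters, the test (DESeq2 1.42.0, limma-voom), and thresholds. They also covered thinning to the smallest library, all 12 samples in one fit, leaving out each replicate, list sizes and set tests. Removal of transcript length and GC trends, protein-coding genes, counts divided by 4, and lists without interferon and cholesterol genes were chosen after seeing the data. The sample titles number the replicates 1 to 3 in every group, which is the only source of a pairing, and nothing states that same-numbered samples share a mouse or a culture. The fit with the replicate number as a block was an alternative.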

Results

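Expression was measured by RNA sequencing in 12 samples of OT-1 CD8+ T cells, with 3 in each of the groups Female, Male, WT and KD. Total counts were between 85633225 and 96594439 in Female, 87925263 and 93502333 in Male, 97655759 and 110803318 in WT, and 78748647 and 107785015 in KD. After the low-count filter, 20208 genes were tested between Male and Female and 20413 between KD and WT. Across genes, log2 CPM of replicates of one group correlated at 0.986 to 0.988 in the Female and Male table. Between the groups the range was 0.970 to 0.974. In the other table the ranges were 0.986 to 0.988 within and 0.978 to 0.981 between groups. The first principal component separated the groups in each table and held 52.96% and 40.8% of the variance. Set against the noise of independent reads, the mean chi-square per gene of replicate pairs was between 10.8 and 96.6. Counts that do not behave as independent reads raise this value. Their variance over the mean was between 4.09 and 4.54 at 100 to 300 counts, below each of these values. Differences between replicates can therefore contribute. The pairs were unequal, from 10.8 for WT replicates 2 and 3 to 96.6 for Female replicates 1 and 3. How many genes carry these means was not tested.

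The targeted gene was examined first. Kdm5d (ENSMUSG00000056673) encodes a histone H3 lysine demethylase and lies on chromosome Y at 897788 to 956786. It was at 50.9 CPM ± 1.33 (SD, n = 3) in Male and 50.9 CPM ± 2.22 (SD, n = 3) in WT. In KD it was at 22 CPM ± 0.76 (SD, n = 3), which was 43.3% of WT. The Female libraries held between 0 and 2 counts of the gene, so that Male was at least 1436-fold higher, set against a floor of 3 counts. KD was lower than WT with a log2 fold change of -1.21 (SE 0.045, edgeR adjusted p 3.13e-08). The exact two-sided permutation p was 0.1, the smallest that 3 against 3 samples allow. With the replicate number as a block the log2 fold change was also -1.21 (edgeR adjusted p 1.28e-06). Same-numbered samples of WT and KD did not deviate together: the mean correlation of their deviations was -0.12. Differently numbered samples gave 0.062. Deviations within a group sum to 0, so this second value nearly follows from the first and is no separate benchmark.

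**Figure D1:**
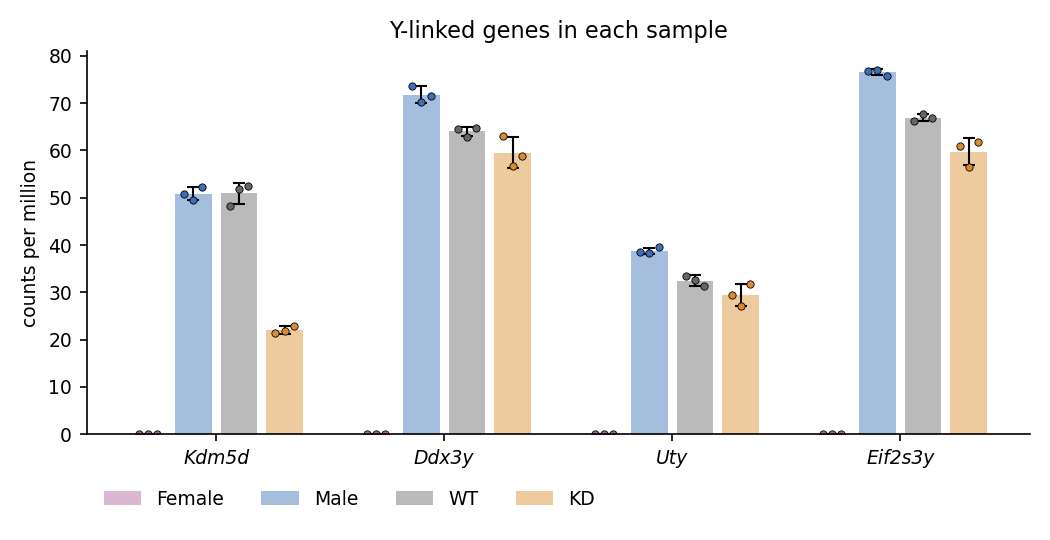
Counts per 1000000 (CPM, vertical axis) of 4 Y-linked genes in the Female, Male, WT and KD groups. Points are the 3 samples, bars are group means and error bars are the SD. Kdm5d was at 22 CPM in KD against 50.9 in WT, while the other genes of KD lay at 89.3% to 92.9% of WT.

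Whether the change was confined to Kdm5d among Y-linked genes was examined next. Of 14 tested genes on chromosome Y, Kdm5d included, 5 were called, 2 higher and 3 lower in KD. The median log2 fold change of the 14 was -0.042. Between Male and Female, 2 genes on this chromosome were called higher in Female. Counts placed on chromosome Y therefore need not all come from it, and this median may understate a shift of Y-linked genes. Of the listed Y-linked genes, 3 others passed the filter. Their median log2 fold change was -0.14, and the set was not past the threshold (camera p 0.170). Eif2s3y was lower in KD, at 59.8 against 66.9 CPM, with a log2 fold change of -0.16 (SE 0.038, edgeR adjusted p 0.0076). Ddx3y had a log2 fold change of -0.11 (edgeR adjusted p 0.074) and Uty of -0.14 (edgeR adjusted p 0.088), neither past the threshold. Both genes were past it in 4 of 19 alternative fits, over which the Benjamini-Hochberg adjusted p ran from 0.012 to 0.200 for Ddx3y and from 0.013 to 0.259 for Uty. With the replicate block the median of the 3 was -0.14 (camera p 0.124), and with the fry set test p was 0.033. The autosomal and X-linked relatives were also lower in KD, with log2 fold changes of -0.33 for Kdm5b, -0.16 for Kdm5a and -0.16 for Kdm5c (edgeR adjusted p 6.88e-05, 0.0017 and 0.00061). Of the 16 listed sex-linked and Kdm5 genes that were tested, 12 were called when adjusted over all genes and 14 when adjusted over the list alone.

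The sex of the samples was visible in the counts. Xist was at 2316 CPM ± 72.6 (SD, n = 3) in Female and 1.18 CPM ± 0.19 (SD, n = 3) in Male, a 1958-fold difference. Ddx3y, Uty and Eif2s3y had 0 counts in the Female libraries. Of 14 tested genes on chromosome Y, 10 were called, 8 higher and 2 lower in Male. Of those higher, 7 reached 1 log2 unit. Female cells carry no Y chromosome, so the 2 called lower in Male cannot reflect Y-linked expression. The source of their counts was not tested. X-linked genes higher in Female included Kdm6a, with a male over female log2 fold change of -0.97, Eif2s3x with -0.44 and Kdm5c with -0.43. Of 590 X-linked genes tested, 30.3% were called higher in Female, against 26.2% of 19604 genes outside X and Y (two-sided Fisher's exact p 0.026, odds ratio 1.23).

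Sex differences in activated cells were tested genome-wide between Male and Female. Of 20208 genes, 10067 were called, 4753 higher in Male and 5314 higher in Female. The median absolute log2 fold change of called genes was 0.43, and 1471 of them changed at least 2-fold in linear terms (a log2 fold change of at least 1), 699 higher and 772 lower in Male. The groups did not overlap in 58.3% of genes, where chance gives 10%. The count with this 1 log2 unit minimum was the one farthest from the main count among the alternatives.

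The genes outside X and Y with the smallest p among those higher in Male included Actb, Lif, Tgm2 and Fads2. Actb rose from 4396 to 10028 CPM, with a log2 fold change of 1.19 (SE 0.0098, edgeR adjusted p 9.48e-13). Lif rose from 20.4 to 173.3 CPM, with a log2 fold change of 3.08 (SE 0.028, edgeR adjusted p 1.59e-12). The log2 fold changes of Tgm2 and Fads2 were 3.03 and 2.04. Those with the smallest p among genes higher in Female were Ctla4, Txnip, Il7r, Klhl24 and Vps37b, with log2 fold changes of -1.52, -1.48, -2.51, -1.87 and -1.31. Il7r was at 139.0 CPM in Female and 24.3 in Male.

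The title names metabolic control, and 13 gene sets on metabolism and T cell states were compared. In Male against Female, 11 sets were past the threshold, 8 higher and 3 lower in Male. The interferon response set had a median log2 fold change of 1.93 (camera adjusted p 1.04e-33), and its 31 tested members were each called higher in Male. Mx1 was at 68.1 CPM in Male and 4.54 in Female. The 23 cholesterol synthesis genes were also each called higher, with a median of 1.48 (camera adjusted p 4.61e-25). Glycolysis had a median of 0.64 (camera adjusted p 5.74e-11), with Pkm, Ldha, Tpi1, Eno1 and Pfkl between 0.97 and 1.29. The medians were 0.36 for nuclear-encoded oxidative phosphorylation (OXPHOS), 0.25 for the TCA cycle, 0.23 for mitochondrially encoded OXPHOS and 0.19 for the cell cycle (camera adjusted p 1.68e-15, 1.49e-06, 0.00023 and 0.00023). With transcript length and GC trends removed, the mitochondrially encoded set was no longer past the threshold (camera adjusted p 0.671, against 1.73e-05 to 0.682 over its alternatives). That removal was chosen after seeing the data. CD8 effector genes had a median of 0.78 (camera adjusted p 2.20e-05), with 16 of 24 tested members called higher and 5 lower, down to -1.73. Gzma, Prf1 and Eomes were at 3.23, 2.24 and 1.69. The memory or stem-like set had a median of -0.66 (camera adjusted p 4.89e-11), and Tcf7 fell from 420.3 to 153.8 CPM. Inhibitory receptor or exhaustion genes had a median of -0.48 and p53 targets of -0.27 (camera adjusted p 0.0049 and 0.0021). Fatty acid oxidation and markers of other cells were not past the threshold (camera adjusted p 0.551 and 0.800).

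**Figure D2:**
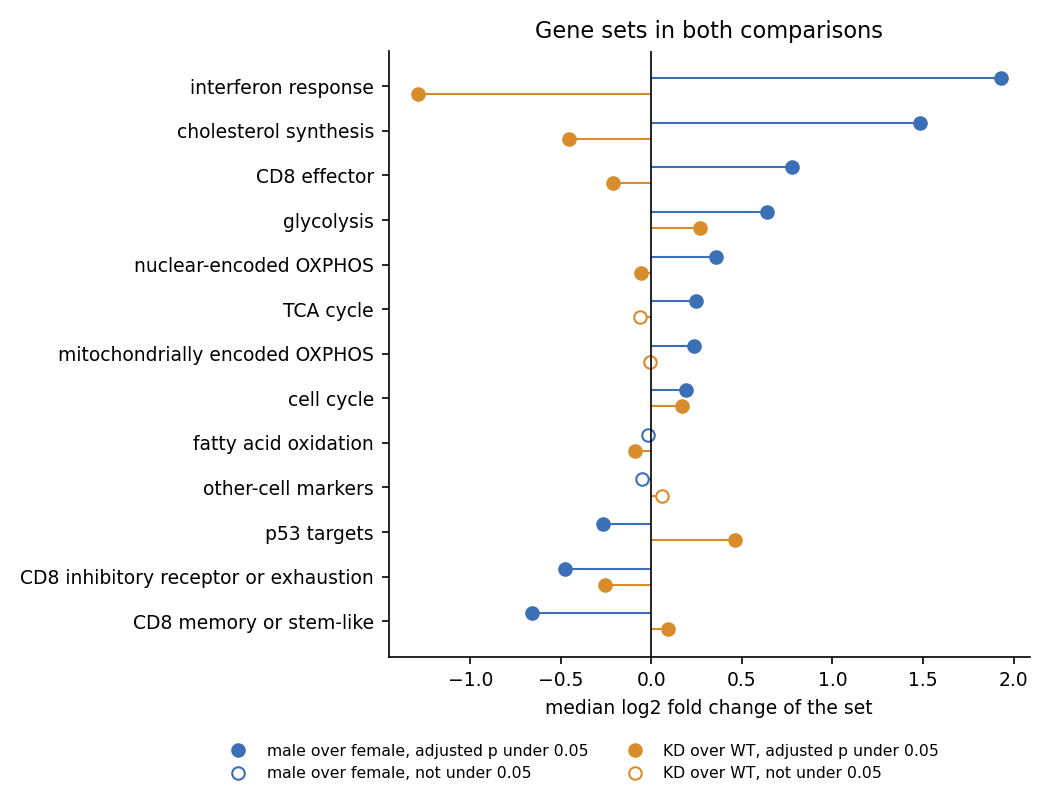
Median log2 fold change (horizontal axis) of 13 gene sets (vertical axis) for male over female and KD over WT. Filled points are sets with a camera adjusted p under 0.05 and open points are the others. The interferon response set lay at 1.93 for male over female and at -1.29 for KD over WT, whereas glycolysis was above 0 in both.

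KD was then compared with WT. The WT cells received no Cas9, and no sample received Cas9 without the Kdm5d guide. Effects of Cas9 and of reduced Kdm5d expression therefore cannot be told apart in any difference between KD and WT. Of 20413 genes, 7171 were called, 3424 higher and 3747 lower in KD, and 808 changed by at least 1 log2 unit, 467 higher and 341 lower. With the replicate block, 6688 genes were called, 3147 higher and 3541 lower, and 6521 of them were also called without it. The correlation of same-numbered deviations is given above with Kdm5d. The median absolute log2 fold change of called genes was 0.31.

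The 5 genes higher in KD with the smallest p were Ptprs, Igfbp4, Gbp2, Myl10 and Serpine2, with log2 fold changes of 1.28, 1.35, 0.88, 1.46 and 1.30. Those lower in KD were Gzma, Ccr2, Rnf213, Prex1 and Gzmb. Gzma fell from 648.8 to 35.7 CPM, with a log2 fold change of -4.19 (SE 0.026, edgeR adjusted p 9.97e-14). Gzmb fell from 4971 to 2703 CPM, with a log2 fold change of -0.88 (SE 0.016, edgeR adjusted p 8.76e-10). Ccr2, Rnf213 and Prex1 had log2 fold changes of -1.59, -1.13 and -1.06.

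Among gene sets, 10 of 13 were past the threshold in KD against WT, both without and with the replicate block. The interferon response set had a median of -1.29 (camera adjusted p 4.67e-26, with the block 7.48e-22), with 27 members called lower and 4 called higher. Cholesterol synthesis had a median of -0.46 (camera adjusted p 7.35e-19, with the block 1.07e-16), and 22 of its 23 genes were called, each lower, or 23 when adjusted over the list alone. The p53 targets had a median of 0.46 (camera adjusted p 1.81e-14, with the block 6.71e-13), with 23 members called higher and 2 lower. Ccng1, Zmat3 and Phlda3 had log2 fold changes of 0.63, 0.95 and 1.22. Effector genes had a median of -0.21 (camera adjusted p 6.48e-05), with 14 called lower and 6 higher, and inhibitory receptor or exhaustion genes of -0.26 (camera adjusted p 2.12e-05). Havcr2 and Cd160 of the latter had log2 fold changes of -1.49 and -1.01. Glycolysis and the cell cycle were higher in KD, with medians of 0.27 and 0.17 (camera adjusted p 8.48e-08 and 5.39e-07). Smaller shifts past the threshold were found for the memory or stem-like set, with a median of 0.092, nuclear-encoded OXPHOS with -0.058 and fatty acid oxidation with -0.088 (camera adjusted p 0.0077, 0.014 and 0.042). The TCA cycle, mitochondrially encoded OXPHOS and markers of other cells were not past it (camera adjusted p 0.109, 0.577 and 0.639).

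If Kdm5d shaped the sex difference, its knockdown in male cells would move genes that differ by sex. Cas9 could move genes as well, so a shared change does not by itself point to Kdm5d. Of 18944 genes outside X and Y tested in both comparisons, 4850 were called in both, where 3494 would be shared by chance (odds ratio 3.67, one-sided Fisher's exact test). The log10 of the Fisher p was -375.7, which treats genes as independent and as equally likely to be called. In fits of protein-coding genes only, 8546 of 13130 and 6713 of 13254 were called. Among all genes these were 10067 of 20208 and 7171 of 20413. Genes that are easier to call can be shared in excess without a common change, so the excess does not by itself show one. Of the shared genes, 54.8% moved in opposite directions: 1389 were higher in Male and lower in KD, and 1267 the reverse. The other 2194 moved the same way. Among shared genes higher in Male, 59.7% were lower in KD, and among those higher in Female, 50.2% were higher in KD. Of 217 shared genes that changed by at least 1 log2 unit in each comparison, 196 moved in opposite directions. Over the 18944 genes the log2 fold changes had a Spearman correlation of -0.078 and a Pearson correlation of -0.19, across genes, which are not independent replicates. Other splits of the WT and KD samples gave Spearman correlations from -0.0687 to 0.0775, but these splits keep part of the real difference.

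**Figure D3:**
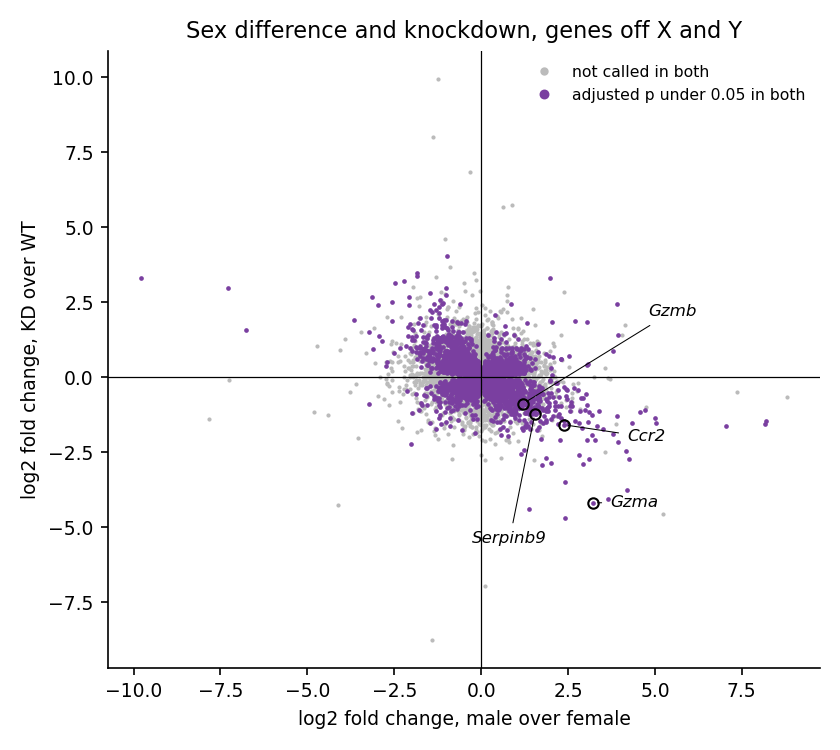
Log2 fold change of KD over WT (vertical axis) against male over female (horizontal axis) for genes outside X and Y tested in both. Purple points are the 4850 genes with an adjusted p under 0.05 in both and grey points the others; circles mark 4 of the shared genes with the smallest larger p, which lay at lower right.

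The shared genes with the smallest larger p included Gzma, Ccr2, Gzmb and Serpinb9, and each of these was higher in Male and lower in KD. Serpinb9 had log2 fold changes of 1.55 and -1.22. The levels of the 2 male controls were far apart: Gzma was at 52.3 CPM in Male and 648.8 in WT, and Gzmb at 2407 and 4971. In KD each of these genes stayed above its Female level, with Gzma at 35.7 CPM against 5.59. Gzmb in KD, at 2703 CPM, was also above Male. The fall in KD was thus not a fall to the Female level, and the cells were separate batches. The 200 genes higher in Male with the smallest p had a median log2 fold change of -0.19 in KD, with 128 lower and 72 higher (camera p 1.26e-15, with the replicate block 3.38e-11). Of these genes, 64 belonged to the interferon and cholesterol lists and name patterns. A list of 200 chosen without them, after seeing the data, had a median of 0.0095 (camera p 0.056, against 1.69e-23 to 0.056 over the alternatives). The 200 genes higher in Female had a median of -0.059 in KD, with 120 lower and 80 higher (camera p 0.0071, with the block 0.014), so this list was lower in KD as well.

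Low counts were examined because of the spread between replicates. Between 100 and 300 counts, the variance of replicates divided by their mean was between 4.09 and 4.54 in the 4 groups, where independent reads give about 1. Among genes counted in 1 sample of a table, 961 had 1 count, 1282 had 2, 1379 had 3 and 353 had 4.

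**Figure D4:**
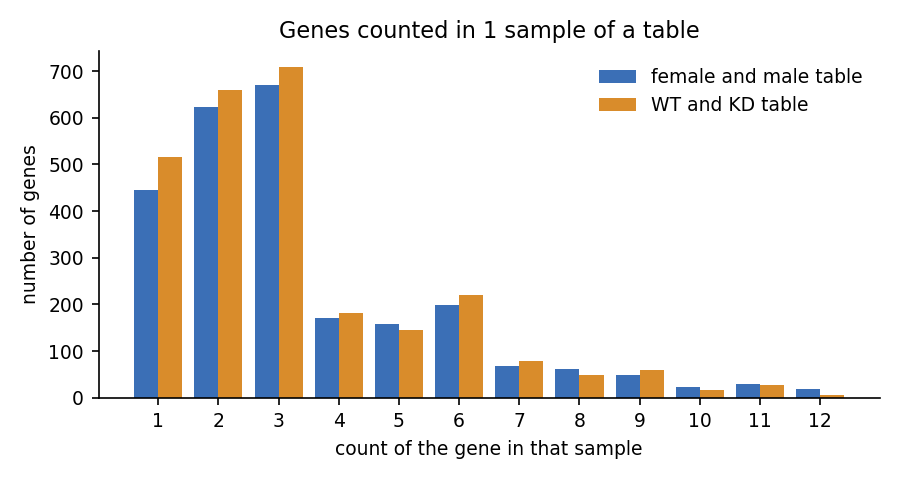
Number of genes (vertical axis) by their count (horizontal axis), for genes with counts in 1 sample of the Female and Male table or of the WT and KD table. The number rose from 1 to 3 counts, summing to 961 and 1379 genes over both tables, and fell to 353 genes at 4 counts.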

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

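The results were recomputed under 24 settings and in 12 fits that each left out one replicate. Removal of length and GC trends, protein-coding genes, counts divided by 4, and lists without interferon and cholesterol genes were chosen after seeing the data. Kdm5d was lower in KD in each setting run for it, with log2 fold changes from -1.22 to -1.18, and from -1.25 to -1.19 without one replicate. The interferon response, cholesterol synthesis, glycolysis and CD8 effector sets kept their direction and stayed past the threshold in both comparisons, in each of the 19 runs made for them. In these runs the interferon medians were between 1.90 and 2.05 for Male against Female and between -1.32 and -1.22 for KD against WT.

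Counts of called genes ran from 1471 to 10245 for Male against Female and from 808 to 7385 for KD against WT. The lowest counts were those with a log2 fold change of at least 1, where 217 genes were shared and 90.3% of these moved in opposite directions. Without one replicate, 9190 to 9399 genes were called for Male against Female, 6073 to 6685 for KD against WT, and 4190 to 4653 in both. The number of sets called was 10 to 12 and 8 to 11 over the settings, and 11 and 9 to 10 without one replicate. Upper-quartile factors kept 93.5% of the KD calls and moved the split to 4002 higher and 3279 lower, from 3424 and 3747. Thinning to the smallest library kept 98.6% of the calls for Male against Female and 95.8% for KD against WT. With the replicate block, 9740 genes and 11 sets were called for Male against Female, 4563 genes higher and 5177 lower. The mean correlation of same-numbered deviations there was -0.0016, and samples of different sex cannot share a mouse.

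Results on reversal of the sex difference also depended on the settings. Without interferon and cholesterol genes, the list higher in Male had a median of 0.0095 in KD (camera p 0.056), where p over its settings ran from 1.69e-23 to 0.056, and the correlation over genes was -0.065. The list higher in Male had medians from -0.42 to 0.0095 over its 18 settings, and from -0.20 to -0.15 without one replicate. The list higher in Female was no longer past the threshold with an inter-gene correlation of 0.05 (median -0.059, camera p 0.159), with 500 genes (-0.037, camera p 0.075) and with protein-coding genes (-0.048, camera p 0.064). With all called genes its median was 0.0044 (camera p 0.684), the reverse direction. Over its settings p ran from 1.26e-05 to 0.684, and its median was between -0.071 and -0.038 without one replicate.

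The Spearman correlation was -0.067 without a low-count filter, -0.040 for genes with a mean log2 CPM of at least 3, and -0.14 for genes called between Male and Female. It was -0.13 for protein-coding genes and -0.085 with counts divided by 4. With length and GC trends removed it was -0.092, with and without the replicate block, and 56.5% of shared genes moved in opposite directions in both fits. Without one replicate the correlation was between -0.081 and -0.071 and the percent between 54.2 and 55.2. The cause of these shifts was not tested. The other Y-linked genes were past the threshold with fry (median -0.14, p 0.033), where p over their settings ran from 0.033 to 0.284. Their median was between -0.19 and -0.087 without one replicate.

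Several values changed direction, and the cause was not tested. Zfx in KD against WT was at 0.028 with upper-quartile factors, 0.0010 with thinning, 0.0062 with protein-coding genes and 0.00091 with counts divided by 4, and between -0.027 and 0.016 without one replicate. In Male against Female, Zfx was at 0.077 with length and GC trends removed, with and without the block, and at 0.014 with protein-coding genes. Pbdc1 there was at -0.031 with those trends removed, -0.030 with the block as well, and between -0.024 and 0.054 without one replicate. The same removal put mt-Cytb, called higher in Male at 0.19, at -0.0041, or -0.0039 with the block. Mitochondrially encoded OXPHOS in KD against WT changed its camera direction, with medians of -0.023, or -0.022 with the block, and between -0.037 and 0.024 without one replicate. Markers of other cells in Male against Female were at 0.052 with counts divided by 4, 0.019 with the replicate block and 0.0039 with protein-coding genes. Over their 19 runs the medians were between -0.25 and 0.052, those of KD against WT between -0.056 and 0.11, and those of fatty acid oxidation in Male against Female between -0.041 and 0.035.

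Over settings, 9 results on single genes were no longer past the threshold and 7 came past it. Without one replicate these numbers were 3 and 3. With length and GC trends removed, with and without the block, Kdm5a, Kdm5b, Usp9x and mt-Cytb in Male against Female were no longer past it. Genes that came past it over settings in KD against WT included Ddx3y and Uty with the DESeq2 Wald test (Benjamini-Hochberg adjusted p 0.035 and 0.049) and with length and GC trends removed (0.027 and 0.013), where the 19 fits of each ran from 0.012 to 0.200 and from 0.013 to 0.259. For single sets they were 13 and 2 over settings. Fatty acid oxidation in KD against WT was not past the threshold in 7 of 19 runs and nuclear-encoded OXPHOS in 4 of 19, with camera adjusted p up to 0.145 for each. In Male against Female, p53 targets were not past it in 1 of 19 runs and mitochondrially encoded OXPHOS in 2. The medians of the p53 targets there ran from -0.32 to -0.12. The TCA cycle in KD against WT and fatty acid oxidation in Male against Female each came past it in 1 of 19 runs. The cause was not tested.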

Other observations

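The tests below were chosen only after the result was seen, except for the splits for gene sets, Y-linked genes, the lists and the correlation, the random triplets, and the interferon correlation.

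Other splits of the samples were compared with the real ones. Of the 10 splits of 6 samples, 4 part all 3 same-numbered pairs, as the real split does, and the other 6 part 1 pair. Of the 4, 1 split, the real one, gave as many called genes in each comparison. The other 9 splits called at most 1 gene in the Female and Male samples and at most 4 in the WT and KD samples. For sets called, 1 of 4 splits gave as many in each comparison, although other splits called 6 to 8 sets and 3 to 5 sets. Other splits mix the groups, and those of 3 against 3 keep part of the real difference. For the lists higher in Male and higher in Female, 1 of 4 splits each had a camera p as small in KD against WT. For the list higher in Male, however, the other splits of the WT and KD samples also gave camera p from 0.00066 to 0.013. For genes called in both comparisons, 1 of 4 splits gave as many, but other splits called too few genes to share that many, so this test was uninformative. For the percent in opposite directions the count was also 1 of 4, but the other 3 splits shared 0 genes and gave no percent, so this test was uninformative too. A split parting 1 pair shared 1 gene, which moved in the opposite direction. For the correlation, 1 of 4 splits was as large, the real one with -0.0776. Another split of the WT and KD samples gave 0.0775 and another of the Female and Male samples gave -0.0763. Since such splits keep part of the real difference, and a rank correlation need not shrink with it, this test was also uninformative. For the other Y-linked genes, 2 of 4 splits had a camera p as small. With 10 splits no share can go under 0.1.

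The variance of replicates over their mean was at least 4.09 at 100 to 300 counts. Differences between replicates could also raise this ratio, but would raise it with the count. It ran from 3.32 to 3.63 at 20 to 100 counts, from 4.58 to 5.39 at 1000 to 3000, and from 6.69 to 13.2 above 10000. The small rise up to 3000 counts argues against such differences as the only source. Among genes counted in 1 sample, there were 1.43 genes with 3 counts for each gene with 1, and 353 genes with 4 counts after 1379 with 3. A candidate explanation is that 1 sequenced fragment added up to 3 counts, as when a count is computed from coverage, transcript length and an assumed read length. Counting noise was taken as each group's own ratio at 100 to 300 counts, so any spread between replicates there was subtracted with it. Beyond that noise, the median ratio of a group gave a CV of at most 2.14% at 3000 to 10000 counts. The highest group values were 2.42% at 1000 to 3000, 2.24% above 10000 and 3.79% at 300 to 1000. Single genes can differ more, and the mean chi-square of a replicate pair reached 96.6. Replicates could be repeat samples of one culture, and the small spread of the typical gene cannot be told apart from that explanation. In that case the adjusted p-values would cover error between repeat samples, and sex would not be separable from the mouse or culture of each group.

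Interferon response genes were higher in Male and lower in KD. Across the 31 genes the log2 fold changes of the 2 comparisons had a Spearman correlation of -0.68, at the 0.13 percentile of 10000 random sets of genes higher in Male and called in both. This is consistent with one shared program of unequal strength, as a hypothesis. A separate list of genes induced by interferon gamma, of which 22 were tested, was not lower in KD, with a median of 0.047 (camera p 0.049, higher). In Male against Female its median was 0.33. The fall in KD may therefore not extend to genes of that list. Markers of other cells gave a camera adjusted p of 0.800 in Male against Female. That set pools markers of different cell types, 8 of 22 were tested, and 1 was called higher and 1 lower, so opposite shifts can cancel. The interferon difference cannot be told apart from other cells in the culture. Interferon made in one culture and not in another was not tested.

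The shift of the list higher in Male towards lower expression in KD may rest on interferon and cholesterol genes, since without them the camera p was 0.056 and the median 0.0095. Both sets were lower in KD and were taken out after the data were seen. A higher median without them was therefore likely from the start. The list of 200 genes higher in Female did not rise in KD, although 196 of the 217 shared genes that changed by at least 1 log2 unit in each comparison moved in opposite directions. Glycolysis was higher in Male and also higher in KD. With length and GC trends removed it stayed past the threshold in Male against Female (camera adjusted p 8.55e-11, against 1.57e-14 to 1.09e-06 over its alternatives). It also did in KD (camera adjusted p 8.75e-08, against 9.94e-11 to 0.00014), where the Spearman correlation with length was -0.026 and little was removed. Nuclear-encoded OXPHOS in Male against Female also stayed past it (camera adjusted p 9.38e-11, against 7.22e-20 to 4.26e-05), while its median fell from 0.36 to 0.25, so part of the shift followed these trends. For mitochondrially encoded OXPHOS the same removal gave a camera adjusted p of 0.671, against 1.73e-05 to 0.682. Its higher level in Male could come from a length or GC trend. Over genes, the log2 fold changes of Male over Female had a Spearman correlation of -0.22 with transcript length.

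The p53 targets were higher in KD, with 23 of 27 called higher. The set stayed past the threshold with length and GC trends removed (camera adjusted p 4.31e-14) and with counts thinned to the smallest library (camera adjusted p 2.45e-14), where the alternatives ran from 2.02e-20 to 1.96e-06. Since KD against WT had little length trend, its removal was a weak test. Cas9 was given to the KD cells and not to the control, and DNA breaks could raise p53 targets whatever the targeted gene. No sample received Cas9 without the Kdm5d guide, so the rise cannot be told apart from that explanation.

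Gzma, Gzmk and Esm1 lie on chromosome 13 (113093825 to 113225908). They are adjacent among the 13515 genes placed in windows for KD against WT, but formed no window in Male against Female. Each was lower in KD, with log2 fold changes of -4.19, -4.40 and -2.60. Gzmk, Esm1 and Dhx29 (below) were named after their values were seen, and Gzmk and Esm1 were low in WT, at 2.85 and 2.86 CPM. Their transcripts share 0 subsequences of 31 bases, which goes against reads shared between the genes. Esm1 lies inside the span of Gzmk on the other strand, and the use of strand in counting was not stated, so these counts are uncertain. Of 1000 shuffled gene orders, 3 had a window of 3 genes with a median as low. That median is set by Gzma and Gzmk, and the window of Dhx29, Gzma and Gzmk had the same one, so the test does not bear on Esm1. For Gzma and Gzmk the shuffles go against neighbours by chance, and with Esm1 included the pattern cannot be told apart from that explanation. A change of the region is a candidate explanation and was not tested apart from separate regulation of each gene. Between Male and Female the log2 fold changes were 3.23 for Gzma, 1.38 for Gzmk and -0.0055 for Esm1.

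The other Y-linked genes were at 89.3% to 92.9% of WT in KD. Their median lay at the 18.9 percentile of 10000 random triplets of genes of similar expression, so that 3 genes of this level were often as low. In KD against WT 35.1% of tested genes were called, so the triplets can hold changed genes. They therefore do not show drift without a change. Eif2s3y was past the threshold in 19 of 19 alternative fits.

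The Male libraries held 324 counts of Xist, or 0.051% of those in the Female libraries. Carry-over in both directions at that share would put 33.1 counts of the 4 Y-linked genes in the Female libraries, and 2 were seen. The WT and KD libraries held 39 and 102 counts of Xist. Carry-over in one direction or a few female cells could also give such counts, and neither was tested.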
